# Transcriptome profiling of a beach-adapted wild legume for dissecting novel mechanisms of salinity tolerance

**DOI:** 10.1038/sdata.2018.290

**Published:** 2018-12-11

**Authors:** Hengyou Zhang, Christine Zuelsdorf, Darin Penneys, Shoujin Fan, Janice Kofsky, Bao-Hua Song

**Keywords:** Plant ecology, Salt, Transcriptomics, Gene expression analysis, RNA sequencing

## Abstract

*Strophostyles helvola* is a close relative to common bean (*Phaseolus vulgaris*) and inhabits both coastal and non-coastal regions in North America. However, the mechanism of saline adaptation in *S. helvola* remains unclear. A transcriptome profiling would facilitate dissecting the underlying molecular mechanisms in salinity-adapted *S. helvola*. In this study, we reported the RNA-seq analyses of two genotypes (a salt-tolerant beach genotype and a salt-sensitive inland genotype) of *S. helvola* stressed with salt. *S. helvola* plants were grown in pots and treated with half lethal-guided dose of NaCl solution for 3 h, 24 h, and 7d. The plants supplied with the same amount of water were used as controls. The whole roots sampled from the three time points were equally pooled as one biological replicate, and three replicates were used for library construction and transcriptome sequencing on Illumina Hiseq 2500. The comparative analyses of root transcriptomes presented here provides a valuable resource for discovery of genes and networks involved in salt tolerance in *S. helvola*.

## Background & Summary

Soil salinity is becoming a critical environmental factor constraining plant growth and crop productivity worldwide because a majority of crops cultivated in irrigated arable land are salt sensitive. In addition, an increase of crop production is in high demand to sustain the growing human population, thus imposing a need of crop cultivation in marginal or coastal land. A sustainable and environmental-friendly alternative strategy is to develop salt-tolerant crops that can thrive in saline soils.

Next-generation sequencing of transcriptomes has been widely used to characterize the global expression patterns in various organisms under diverse conditions to facilitate gene discovery and address major questions associated with plant environmental stress responses^1^. In plants, global transcriptome profiling has been performed to elucidate molecular mechanisms of salt tolerance or response, especially in salinity-adapted genotypes mainly in model systems. Recently, more and more reports on non-model species with limited genomic sequence knowledge have been published. For example, the transcriptome analyses on *Ipomoea imperati*, a wild relative of sweet potato tolerant to high salinity, revealed the ABA signalling pathway and two membrane transporter genes^2^. *Sonneratia alba* represents one of the most salt tolerant mangrove species, and RNA-seq on it has identified salt responsive genes with signatures of natural selection^3^. These transcriptomic studies have allowed us to uncover gene expression mechanisms and novel genes beyond what we currently know from model species.

*Strophostyles helvola* (L.) Elliott, belonging to Fabaceae family, is herbaceous annual vine native to North America. *S. helvola* can colonize in wild places, either moist or dry conditions with preference in sandy soils, thus it is also called wild bean or sand bean. In addition, sand bean is a close relative of common bean (*Phaseolus vulgaris* L.), one of the most important grain legumes worldwide providing protein for human consumption and having roles in fixing atmospheric nitrogen^4^. Like other leguminous crops, cultivated common bean is a glycophyte, sensitive to salt, leading to reduced production if grown under salt conditions^5^. Thus far, molecular mechanisms of common bean’s tolerance to salinity was rarely studied^6,7^, thus the underlying mechanisms remain largely unclear. As a close halophyte relative of common bean, a global investigation of molecular response of salinity-adaptive sand bean can be very helpful with revealing the underlying mechanisms toward the goal to develop salt tolerant common bean.

In this study, we presented the transcriptome analyses of two genotypes of *S. helvola* (halophyte vs glycophyte) stressed with over half-lethal doses of NaCl which was not previously reported. We described the detailed procedure of transcriptome profiling for NaCl-treated and non-treated root tissues of a salt tolerant Beach genotype and a salt sensitive Inland genotype, respectively, during the time-course treatment of 3 h, 24 h, and 7d. In total, 30.5 Gb of transcriptome data (fastq.gz) from twelve root tissues were generated. We also presented in detail the analytic methods of how to obtain the raw sequence, quality control, sequence alignment, and differential expression analyses. We conducted data pre-processing to indicate the high quality of our data as visualized with FastQC and robustness of our results using analyses of multidimensional scales (MDS), dendrogram clustering and expression pattern analyses. The comparative expression profiling of the two *S. helvola* genotypes will provide valuable resources of genomic data for studying salinity tolerance in *S. helvola* and others leguminous relatives.

## Methods

### Overview of experimental design

The whole root tissues that were treated with NaCl and mock (water) were dissected from the plants during the time course investigation at 3 h, 24 h, and 7d. The frozen tissues collected from the three time points were pooled to generate a biological replicate. Total RNA was extracted from the pooled tissues using Qiagen RNeasy mini kit (Qiagen, Valencia, CA, USA) according to the manufacture’s instruction followed by library construction and transcriptome sequencing. The quality-controlled reads were aligned to *P. vulgaris* reference genome, *P. vulgaris_218_v1.0* (https://phytozome.jgi.doe.gov). The resulting *.bam* files were used for differential expression analyses using edgeR^8^. The experiment design and analysis pipeline were shown in Fig. 1.

### Materials and treatment

Two *S. helvola* genotypes were used here for comparative study. One genotype was originally from the sandy soil along the beach in east coast of North Carolina, we named it “Beach genotype” in our study; The other genotype was originally from central Missouri, and we named it “Inland genotype”.

To determine the dose of NaCl that may trigger the tolerance response to salinity, we first tested the median lethal dose (LD50, the salt concentration required to kill 50% of the plants). The beach and inland genotypes were watered every 2 days with increasing increments of 50 mM NaCl solution^9^. We found that two genotypes required different doses of NaCl to cause 50% plants die. For Inland genotype, a final dose 350-mM NaCl may cause lethal toxicity in half, while a higher dose, 600 mM of NaCl, was needed for Beach genotype. These lethal limit data were used to guide the salt treatment for the following experiment.

The seeds were germinated in a growth chamber (Percival Scientific Inc., Perry, IA, USA) and the healthy seedlings were transplanted into flats filled with soil. Briefly, seed coat was sliced to facilitate germination and placed on moist filter paper on a petri dish. 3-day post germination, the seedlings were transplanted in 3 × 6 flat (3.10′ × 3.10′ × 2.33′) (Greenhouse MegaStore, US) filled with potting mix soil. For salt treatment for RNA-seq assay, we use the dose that was slightly lower than the dose identified for the lethal limit mentioned above, thus the plants could be stressed enough but would not die. Thus, we used 200 Mm and 400 Mm of NaCl solution as a final concentration to stress Inland and Beach genotypes, respectively. For treatment, the plants were supplied with 50 mL NaCl solution per day. In parallel, plants supplied with the same amount of water were used as controls. Whole roots were sliced off from the treatment and control plants at 3 h, 24 h and 7d, respectively, after the concentration of NaCl was reached as designed and flash frozen in liquid nitrogen. All frozen tissues were stored at −80 °C for RNA extraction. Three biological replicates per collection were collected.

### RNA extraction, Library construction, and RNA sequencing

For each biological replicate, we used pooled root tissue from three plants for the library construction and sequencing, with each collected at 3 h, 24 h, and 7d, respectively. Briefly, the individual roots were ground and equal amounts of ground roots from the three time points were pooled to generate one biological replicate. Thus, three biological replicates per condition were generated. In total, twelve samples for both genotypes were used for total RNA extraction. Total RNA was isolated with RNeasy Plant Mini Kit (Qiagen, Valencia, CA, USA). Purified RNA was quantified using a Quant-iT™ RiboGreen™ RNA Assay Kit (Invitrogen Carlsbad, CA, USA) and its integrity was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). One microgram of RNA samples with RNA integrity number (RIN) ≥ 7.0 (Table 1) from three independent biological replicates of each condition was used to generate cDNA libraries with insert sizes ranging from 300 to 350 bp using a TruSeq RNA Library Prep Kit from Illumina. Libraries were combined into a single pool and a 125 bp single-read sequencing run was conducted using a HiSeq 2500 instrument (Illumina, San Diego, CA, USA). Primary processing was performed on the raw reads to generate FASTQ files. RNA extraction, library construction and sequencing were performed in the Genomics Laboratory in the David H. Murdock Research Institute (Kannapolis, NC, USA).

### Pre-processing of sequencing data

The quality of the raw sequence generated from transcriptome sequencing was assessed with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Low quality (< 20) bases and adapter sequences were trimmed with Trimmomatic v 0.36^10^ with following parameters: *ILLUMINACLIP:* path/to/adaptor.fa:2:30:10 *LEADING*:3 *TRAILING*:3 *SLIDINGWINDOW*:4:15 *MINLEN*:36. After filtering, the remaining reads were called “clean reads” and were re-assessed with FastQC. All the results of FastQC were merged and visualized using MultiQC (http://multiqc.info). Clean reads were aligned to common bean (*Phaseolus vulgaris*) reference genome *Pvulgaris_218_v1.0* (https://phytozome.jgi.doe.gov) using RNA-seq aligner STAR software^11^. The general feature format (*gff3*) file (*Pvulgaris_218_v1.0.gene_exons.gff3*) corresponding to *Pvulgaris_218_v1.0* downloaded at Phytozome was used as an input for STAR. The options used for running STAR are: *--runThreadN* 16 *--genomeDir*/path/to/directory *--sjdbGTFtagExonParentTranscript* Pvulgaris_218_v1.0.gene_exons.gff3 *--readFilesIn* read.fastq.gz *--readFilesCommand* zcat *--outFileNamePrefix* Name *--outSAMtype* BAM Unsorted SortedByCoordinate. The STAR-resultant *.bam* files were used to estimate the abundance of uniquely-mapped reads using FeatureCounts^12^. Difference expression analyses was conducted using EdgeR^13^. Heat maps were made using heatmap.2 function of the gplots package^14^.

### Code availability

Codes that were used for data processing are included in the Methods and available as supplementary material (Supplementary File 1).

## Data Records

The project was deposited into the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) accession (Table 1 and Data Citation 1). The abundance count for all the samples was deposited at Gene Expression Omnibus (GEO) database (Data Citation 2).

## Technical Validation

### Quality control

A total of 12 RNA libraries were prepared and sequenced with the sequencing depth ranging from 41.0–55.7 million single-end reads (Table 1). 

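The 12 libraries came from roots of 2 genotypes, with 3 replicates in each of 4 groups. The Beach genotype received either no added salt or 400 mM NaCl, and the Inland genotype either no added salt or 200 mM NaCl, so the dose differed along with the genotype. Each replicate combined roots collected at 3 h, 24 h and 7 d, and a value per library therefore averages over these times. The authors deposited, for each library, the count of uniquely aligned reads on each of 27191 common bean gene identifiers, without normalization. The identifiers are not paired with gene names in that table. RNA integrity numbers, as given by the paper, lay between 8.0 and 8.7 in Beach control, 7.1 and 7.6 in Beach treatment, 7.4 and 8.3 in Inland control, and 7.1 and 7.9 in Inland treatment. Counts were scaled to library size (CPM) and compared between groups with edgeR after normalization by its TMM method, and the spread between the 3 replicates set the error of each comparison.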

We applied FastQC to determine the data quality and measured several important parameters. The assessment for the filtered data was shown in Fig. 2, and the distribution of mean quality score and per sequence quality scores indicated the high quality of filtered sequences, with scores of most sequences over 35. Over 99% of the raw reads were kept after quality control and a 75.89–79.36% of the clean reads were mapped to unique location in the common bean reference genome *Pvulgaris_218_v1.0* (Table 1).

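Of the uniquely mapped reads, between 93.3% and 94.8% per library were counted on annotated genes, as computed from the deposited counts and the paper's read numbers. The share was 94.4 ± 0.258% in Beach control (SD, n = 3), 94.0 ± 0.556% in Beach treatment, 94.2 ± 0.698% in Inland control and 94.8 ± 0.107% in Inland treatment. Reads of both genotypes were aligned to the genome of another species. Reads that differed too much from it, or that aligned to more than one place, did not enter the counts. The code names no strand option for counting.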

### Analysis of RNA-seq data

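Counts on genes summed to between 29205979 and 41330498 per library, with a median of 33545519. In Beach control the totals ran from 30296680 to 32189394, and in Beach treatment from 29205979 to 33300428. Inland control libraries held 33790610 to 39389601 counts and Inland treatment libraries 35346543 to 41330498. Inland libraries averaged 37440595 ± 3427296 counts and Beach libraries 31195236 ± 1450306 (SD, n = 6 each), a difference of 6245358 (two-sided exact permutation test, p = 0.002165, or 0.006495 after Benjamini-Hochberg adjustment over 6 comparisons of library size). Treatment minus control was -255616 counts in the Beach genotype (exact permutation p = 1) and 3381205 in the Inland genotype (exact permutation p = 0.2). These tests could not pass 0.05, since 0.1 is the smallest p that 3 libraries against 3 allow. No count fell on 2438 of the genes in any library. The 16909 genes above 5 CPM in at least 3 of the 12 libraries held 99.2% of all counts. The 10 most abundant genes took between 3.10% and 4.70% of a library. After normalization, with TMM factors from 0.957 to 1.03, the median log2 CPM of these genes lay between 4.71 and 4.76 in every library.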

The clean reads with single alignment on *P. vulgaris* reference exosome were counted (Fig. 3a) and normalized by counts per million (Fig. 3b) for differential expression analysis. Gene clustering analyses were used to examine the difference between the biological replicates. 

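Distances between libraries were computed as Euclidean distances of log2 CPM over the filtered genes. The 12 pairs of replicates from the same group lay 30.9 to 58.7 apart, with a mean of 40.5 ± 9.74 (SD over pairs). The 54 pairs from different groups lay 82.2 to 175 apart, so the ranges did not overlap. Control and treatment were 116 ± 7.03 apart in the Beach genotype and 87.2 ± 4.60 apart in the Inland genotype (SD, 9 pairs each). Beach and Inland libraries were 129.7 ± 6.04 apart under control and 138 ± 2.87 apart under treatment. Spearman correlations across genes were 0.970 to 0.993 within groups and 0.834 to 0.947 between groups. With complete linkage, each of the 4 groups formed a cluster of its own, and the first split separated the genotypes. The mean distance within groups was the smallest of all ways to divide the libraries into 4 groups of 3 (exact permutation test, p = 6.49e-05, the smallest possible). All 4 clusters were also found with Ward or average linkage, with 1 minus Spearman correlation as the distance, with a minimum of 1 CPM, with the 500 most variable genes, and with each library left out in turn. With 1 minus Spearman correlation the first split set Beach treatment apart instead of the genotypes. The widest spread between replicates was in Beach control, where replicate 1 lay on average 58.1 from the other two, which were 30.9 apart.

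**Figure D1:**
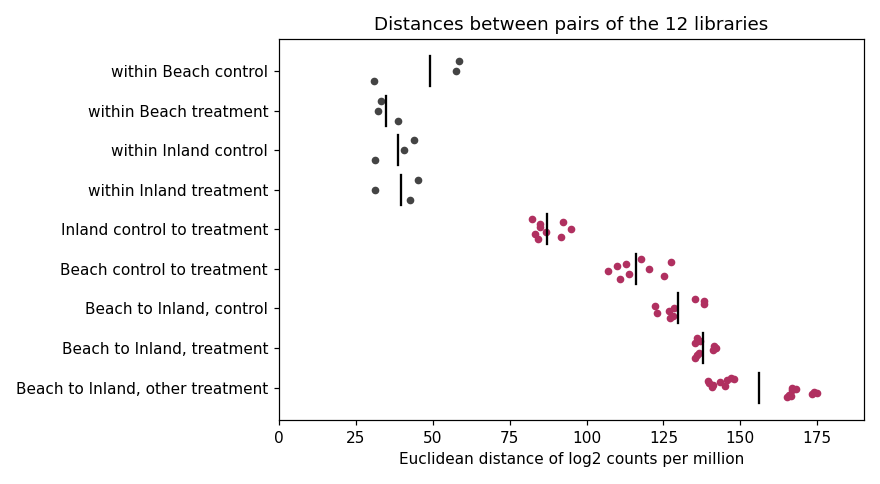
Euclidean distance of log2 CPM for every pair of the 12 libraries, by the groups the pair comes from. Points are pairs and vertical bars are means. Pairs of replicates lie at or below 58.7 and pairs from different groups at or above 82.2.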

Figure 3c shows that three replicates from the same group cluster together while samples from different groups are well separated. This result was further supported by multi-dimensional scale (Fig. 3d) showing that gene expression profiles of all biological replicates can clearly separate the four groups and cluster biological replicates together with small variability per group. 

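The scaling was computed with edgeR from the 500 genes with the largest fold changes between each pair of libraries. The first dimension held 67.5% of the variance and separated the genotypes. Its mean was -2.13 ± 0.0211 in Beach control, -2.74 ± 0.0149 in Beach treatment, 2.61 ± 0.0242 in Inland control and 2.26 ± 0.0620 in Inland treatment (SD, n = 3 each). The second dimension held 21.8% of the variance and separated treatment from control. On it Beach control lay at -1.83 ± 0.0626, Beach treatment at 1.55 ± 0.212, Inland control at -0.83 ± 0.0753 and Inland treatment at 1.11 ± 0.0967. The signs of both axes are arbitrary. From its clustering and scaling in Fig. 3c and d, the paper concludes that the expression profiles separate the 4 groups and keep the replicates of each group together.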

We further explored the expression profiles in two comparisons and visualized with mean-difference (MD) plots. 

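Each genotype was fitted alone, with genes above 5 CPM in at least 3 of its 6 libraries. In the Beach genotype 16154 genes were tested, with a median log2 fold change of -0.02 between treatment and control, and 87.3% of genes changed by less than 2-fold. In the Inland genotype 16130 genes were tested, the median was -0.00, and 92.3% of genes changed by less than 2-fold. The common biological coefficient of variation between replicates was 0.142 in Beach and 0.121 in Inland. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1207 genes passed both limits in the Inland genotype, 546 higher and 661 lower with salt. Without the minimum on fold change, which moved this count most, 5868 Inland genes passed. Of these, 3033 were higher and 2835 lower. With library totals in place of TMM and both limits kept, 627 were higher and 560 lower. Which direction held more genes therefore depended on the threshold and on the scaling. With each Inland library left out in turn, between 986 and 1162 genes passed. With the tested genes held fixed, between 1111 and 1273 passed, and at least 86.3% of the 1207 genes were kept.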

As shown in Fig. 3e and f, a majority of the genes are cantered around the line of zero log(fold change), and the differentially expressed genes (DEGs) were highlighted in red with a threshold of fold change ≥ 2 and *fdr* ≤ 0.05. We identified 2910 DEGs in Beach genotype and have showed their expression pattern across all the samples in Fig. 3g. 

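With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, on genes above 5 CPM in at least 3 Beach libraries, 2019 genes passed both limits in the Beach genotype. Of these, 1090 were higher and 929 lower with salt. Leaving out each Beach library in turn gave 1535 to 1860 DEGs. With the tested genes held fixed it gave 1851 to 2105 DEGs, kept at least 89.2% of the 2019 and changed no sign. Without the minimum on fold change 7047 genes passed, 3317 higher and 3730 lower, so the direction with more genes changed. When the fold change itself was tested against 2, 881 passed, 549 higher and 332 lower. The genes named here had at least 10 counts in every Beach library and no overlap between treated and control libraries, and among such DEGs had the largest fitted rise or fall. Phvul.005G071300 rose from 3.03 ± 1.39 CPM in Beach control to 870 ± 469 in Beach treatment (SD, n = 3), a log2 fold change of 8.12 (standard error 0.56, edgeR fdr = 8.27e-05). In Inland it went from 2.40 ± 0.587 to 282 ± 18.1, and the difference between the genotypes' responses did not pass the limit (edgeR interaction fdr = 0.151). Phvul.002G200600 rose from 2.90 ± 0.592 to 433 ± 196 in Beach, a log2 fold change of 7.18 (standard error 0.42, edgeR fdr = 5.36e-05). Its Inland libraries went from 4.13 ± 2.95 to 33.2 ± 34.8, and its response differed between genotypes by 4.17 on the log2 scale (edgeR interaction fdr = 0.0280). Among its Inland treatment libraries replicate 2 held 73.3 CPM and the other two 12.8 and 13.4, and without that replicate the difference was 5.52. With each library left out in turn it ranged from 3.53 to 5.52 (edgeR interaction fdr from 0.00491 to 0.0810). It did not pass the limit without Beach control replicate 1 or 3, Beach treatment replicate 2, Inland control replicate 2 or 3, or Inland treatment replicate 3. Phvul.003G080700 went from 109 ± 20.4 to 2.72 ± 1.09 in Beach, a log2 fold change of -5.36 (standard error 0.31, edgeR fdr = 5.24e-05), and from 79.2 ± 3.27 to 6.82 ± 1.66 in Inland. Phvul.006G159600 went from 80.4 ± 21.9 to 2.04 ± 0.942 in Beach, a log2 fold change of -5.35 (standard error 0.34, edgeR fdr = 6.57e-05), and from 43.9 ± 5.40 to 3.35 ± 0.447 in Inland. For both falling genes the response was larger in Beach, by -1.82 (edgeR interaction fdr = 0.0102) and -1.63 (edgeR interaction fdr = 0.0184) on the log2 scale. All 4 genes were chosen for the largest fitted Beach changes, and that choice by itself favours a larger response in Beach. Their interaction fdr values do not allow for it and are descriptive.

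**Figure D2:**
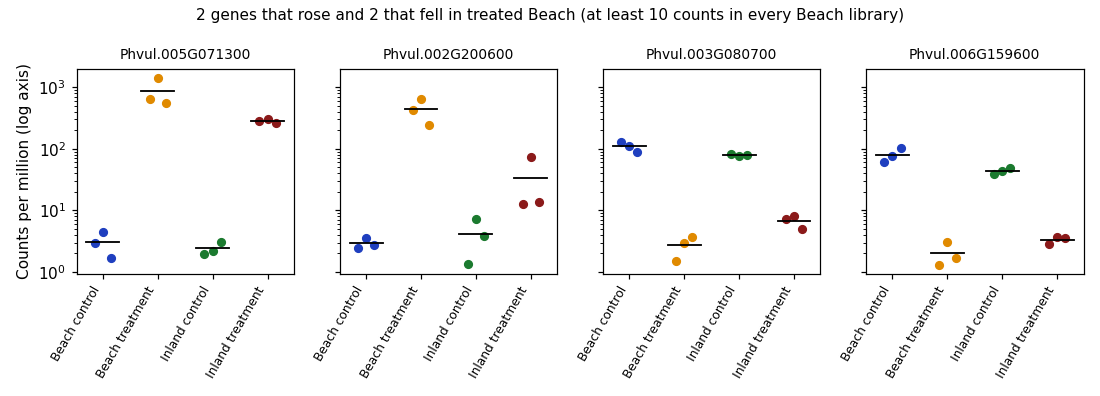
CPM, on a log axis, of the 4 named genes in each library, with a bar at the mean of each group. Treated libraries lie apart from control libraries in the Beach genotype for every gene shown.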

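The 2019 genes that passed in the Beach genotype were scaled per gene across the 12 libraries and the libraries were clustered on them. Each of the 4 groups again formed a cluster of its own (exact permutation test of the mean distance within groups, p = 6.49e-05, the smallest possible). The first split separated treated from control libraries. These genes were chosen for a difference between treated and control Beach libraries, so that part of the separation follows from the choice, while the Inland libraries had no part in it. For the 1090 genes higher with salt in Beach, the median scaled value was 1.13 to 1.36 in the Beach treatment libraries and 0.376 to 0.416 in the Inland treatment libraries. In the 6 control libraries of both genotypes it lay between -0.863 and -0.697. For the 929 genes lower with salt in Beach, it was -1.44 to -1.15 in Beach treatment, -0.234 to -0.171 in Inland treatment and 0.637 to 0.797 in the control libraries.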

Consistent with Fig. 3c, replicates from each group are clustered together. 

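The treated Beach libraries were compared with each of the other 3 groups in a fit of all 12 libraries. At a fold change of 2 and an fdr of 0.05 in all 3 comparisons with the same sign, 768 genes stood apart in treated Beach, 370 higher and 398 lower. Of the 2019 DEGs of the Beach genotype, 679 (33.6%) were among them. A test of the difference between the genotypes' responses to salt passed for 835 of 16909 genes, 363 of them among the 768, and the other 405 of the 768 did not pass it. Of the 835, 477 (57.1%, 95% exact binomial interval 53.7% to 60.5%) had fitted changes of the same sign in both genotypes. Of these, 415 were larger in Beach and 62 larger in Inland. No change had to pass the limits for this, and a small change has an uncertain sign. With each genotype fitted alone, the change passed in both genotypes for 87 of the 835 and in neither for 184. The fitted changes of the other 358 had opposite signs, and for 353 of these the change passed both limits in at most 1 genotype. The number of genes that passed the test of the difference, 835, became 2195 without the minimum on fold change and 19 when the fold change was tested against 2. Over the 15516 genes tested in both genotypes, 1770 passed in Beach and 1087 in Inland, and 693 passed in both with the same direction. Of the 1770 Beach genes, 92.3% had a fitted change of the same sign in Inland (95% exact binomial interval 90.9% to 93.5%). Both binomial intervals take genes as independent, so they do not cover the spread between replicates. With a library left out and the tested genes held fixed, the share ranged from 89.5% to 93.3%. The Spearman correlation of the fold changes across genes, which are not independent replicates, was 0.649. The doses were 400 mM in Beach and 200 mM in Inland, so these differences combine genotype and dose. For the 768 genes, the comparisons with Inland groups would also take up unequal alignment of the genotypes' reads to the common bean genome. This was not tested.

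**Figure D3:**
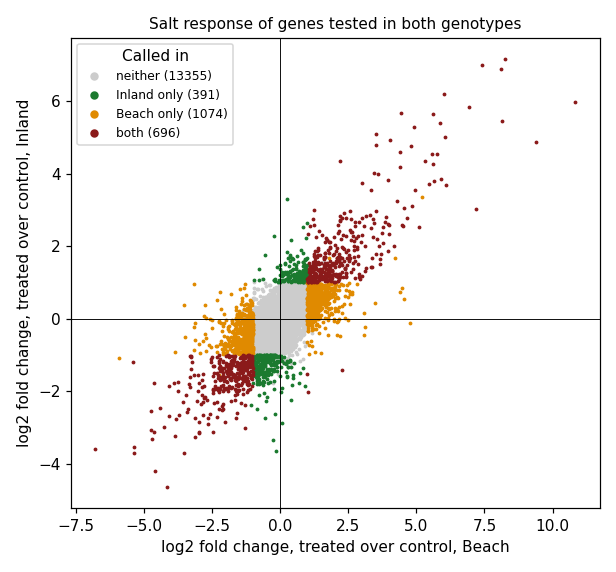
Log2 fold change of treatment over control in Inland against that in Beach for the 15516 genes tested in both genotypes. Points are genes, coloured by the genotype in which they passed both limits: 1074 in Beach only, 391 in Inland only and 696 in both. Most genes that passed in both lie where the signs are the same.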

DEGs showing distinct expression pattern in treated Beach genotype compared with the other three groups merit further exploration.

## Usage Notes

The RNA-seq fastq.gz files were deposited at NCBI SRA public repository and could be downloaded using fastq-dump tool of SRA Toolkit (https://www.ncbi.nlm.nih.gov). Other than Trimmomatic, FASTX (http://hannonlab.cshl.edu/fastx_toolkit/) and cutadapt^15^ are also commonly used for trimming and adapter removal. The alternative aligners for RNA-seq sequence could also be used, such as TopHat2^16^ and HISAT2^17^. The reference genome of *P. vulgaris*, the annotation file, and *gff3* file could be retrieved at Phytozome database (https://phytozome.jgi.doe.gov). For downstream differential expression analyses, Cufflinks package coupled with CummeRbund may generate transcriptome assembly, expression abundance, differential expression analyses, and visualization of analyses results. HTSeq^18^ could also be used as alternative of featureCounts for quantification and performed differential expression analyses with DESeq2^19^.

## Additional information

**How to cite this article**: Zhang, H. *et al.* Transcriptome profiling of a beach-adapted wild legume for dissecting novel mechanisms of salinity tolerance. *Sci. Data.* 5:180290 doi:10.1038/sdata.2018.290 (2018).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary File 1

## Figures and Tables

**Figure 1:**
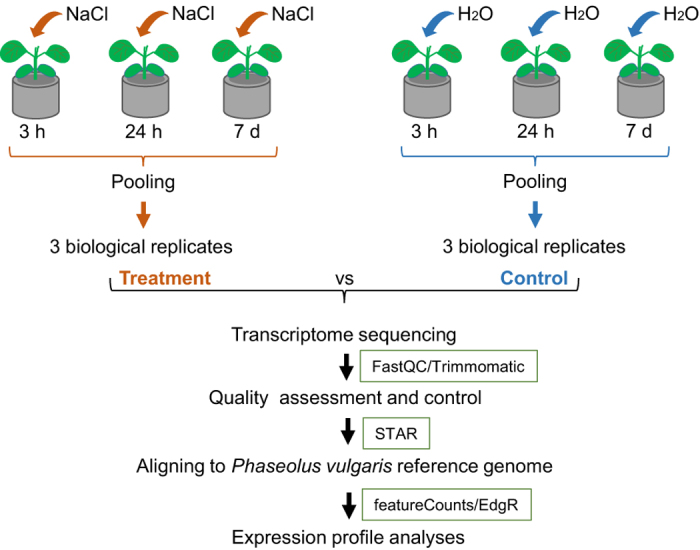
Flowchart of experimental design of this study. A time-course NaCl treatment was used to capture the maximum change in transcriptome of *S. helvola* plants. The transcriptome changes were obtained by a comparison of responses between treated plants with their counterpart controls. Briefly, 10-d old plants were supplied with NaCl solution for treatment, in parallel, the plants supplied with water were used as controls. Three biological replicates per condition were used for transcriptome sequencing. All raw reads were quality controlled prior to aligning to *P. vulgaris* reference genome (*v1.0*). The uniquely aligned reads were used for expression profile analyses.

**Figure 2:**
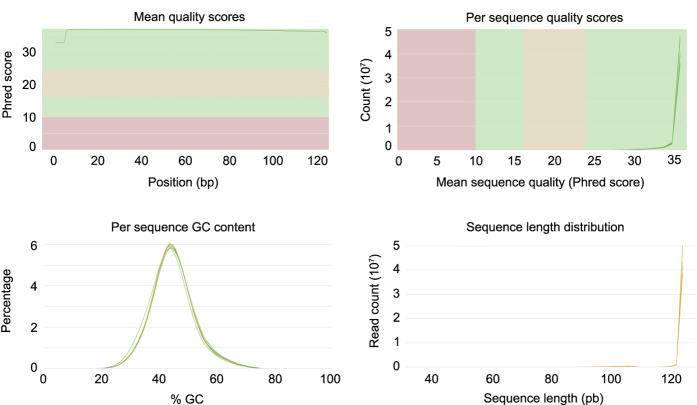
Visualization of the qualities of *S. helvola* sequencing data. (**a**) Mean quality scores per position. (**b**) Per sequence quality scores. (**c**) GC content distribution. (**d**) Read length distribution.

**Figure 3:**
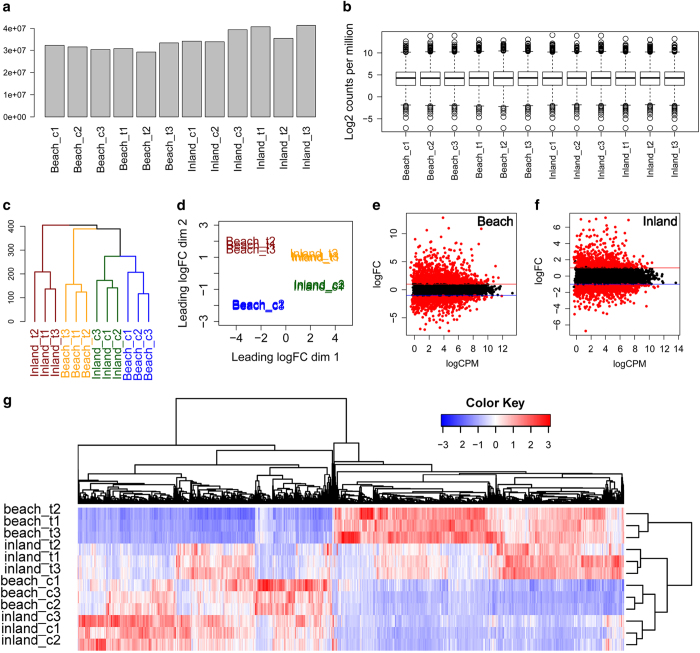
Global assessment of transcriptome data. (**a**) Library size of each replicate. (**b**) Distribution of log2 transformed count per million. (**c**) Clustering analyses of gene expression in all 12 samples. (**d**) Multidimentional scale analyses of gene expression in all 12 samples. All replicates per condition cluster together. (**e**) And (**f**) showed the MD plots of log2-expression and average abundance of each gene. Each dot represents a gene. Significantly up and down regulated genes are highlighted in red above log2(fold change)= 1 and below log2(fold change) = −1, respectively. (**g**) A heat map showing expression patterns of 2910 differential expressed genes across 12 samples.

**Table 1:** Statistics analyses of transcriptomes of two *S. helvola* genotype.

Sample ID	RIN	Number of raw reads	Read length	Number of clean reads	GC %	Number of uniquely mapped reads	Accession number (BioSample)
Beach_control_1	8.4	45,285,752	125	44,993,920	43.00%	76.01%	SAMN09724906
Beach_control_2	8.0	42,584,931	125	42,352,207	44.00%	78.57%	SAMN09724907
Beach_control_3	8.7	40,982,374	125	40,734,138	44.00%	78.70%	SAMN09724908
Beach_treatment_1	7.1	42,013,548	125	41,788,983	44.00%	77.91%	SAMN09724909
Beach_treatment_2	7.4	41,437,192	125	41,226,484	44.00%	75.89%	SAMN09724910
Beach_treatment_3	7.6	45,943,168	125	45,681,909	44.00%	77.27%	SAMN09724911
Inland_control_1	7.4	47,420,589	125	47,135,101	44.00%	77.42%	SAMN09724912
Inland_control_2	8.0	45,852,012	125	45,595,609	44.00%	78.39%	SAMN09724913
Inland_control_3	8.3	53,127,911	125	52,833,664	44.00%	78.81%	SAMN09724914
Inland_treatment_1	7.9	54,434,413	125	54,103,942	44.00%	79.36%	SAMN09724915
Inland_treatment_2	7.1	47,303,936	125	47,047,987	44.00%	79.25%	SAMN09724916
Inland_treatment_3	7.9	55,728,624	125	55,425,971	44.00%	78.80%	SAMN09724917

How the deposited data were processed for this re-analysis (not part of the article)

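Root RNA of the Beach and Inland genotypes was sequenced in 12 libraries, 3 replicates in each of 4 groups: Beach control, Beach treatment (400 mM NaCl), Inland control and Inland treatment (200 mM NaCl). The authors trimmed the reads, aligned them to the common bean genome with STAR and counted uniquely aligned reads over the exons of each gene with featureCounts. The value deposited for each gene and library is a count, without normalization. The paper's text does not state the versions of STAR, featureCounts and edgeR. Every value in the table is a whole number, and all 12 columns and all 27191 genes were read.

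Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with Python 3.11.15, scipy 1.17.1, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes above 5 CPM in at least 3 libraries were kept, as in the authors' code, among the 6 libraries of a genotype for the comparison within it and among all 12 otherwise. Library sizes were scaled by TMM. Groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and a gene passed at a fold change of at least 2 and an fdr of at most 0.05. Standard errors of log2 fold changes were derived from the F statistic. Log2 CPM for distances used a prior count of 2. The authors' code names edgeR's exact test, which was run as an alternative.

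The named genes were fixed by a rule. Among Beach DEGs with at least 10 counts in each of the 6 Beach libraries and no overlap between treated and control libraries, the 2 with the largest fitted rise and the 2 with the largest fitted fall were taken. DEGs with fewer counts in some library had larger fitted changes. The files do not pair identifiers with names, and no annotation was used here.

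The same steps were tested on simulated data with 200 genes changed by 1.5 on the log2 scale. They recovered 99.5% of these genes with 3 false calls in the Beach design, 99.5% with 1 false call in the Inland design, and 93.5% with 6 false calls for the interaction. The changed genes were drawn only from those with a control mean above a higher limit than the filter of 5 CPM. For the interaction, all 4 groups started from Beach control means. The recovery therefore does not cover genes near the filter, or data with genotype differences or an Inland response. Libraries held 29205979 to 41330498 counts. A count of 0 in a library allows up to 3 counts by chance. This limit covers counting error only, and the reads carried no molecular identifiers. The binomial intervals take genes as independent and do not cover the spread between replicates. Replicates of a group differed by 12.0 to 61.4 in chi-square per degree of freedom, so none was a copy of another.

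Whether replicates of the same number share a batch was checked on the deviations of each library from its group mean. The 18 pairs of libraries with the same number in different groups had correlations from -0.162 to 0.118, of which 3 were above 0.1, and replicate numbers were not used as pairs.

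Alternatives, most of them set before the data were examined, covered the test, the normalization, the filter on low counts, the thresholds, the depth, the replicate block and each library left out. With a library left out, the genes of the full comparison were kept. This was decided after the first values were seen, because a minimum of 3 libraries removes genes expressed in a group of which only 2 libraries remain, and the values with genes filtered again are given with the other alternatives. Filters at 0.5 CPM and combinations of a lower filter with the exact test were added after the data were seen. The paper's quality figures were not analysed here, as they rest on reads rather than counts.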

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

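The comparison of genotype ratios between treated and control plants, the simulation of constant ratios and the counts at an unadjusted p were chosen after the results were seen. The other tests in this part were set beforehand.

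The response to salt differed between the genotypes for 835 genes by edgeR's quasi-likelihood test of the interaction, a comparison the paper does not report. With all libraries thinned to the smallest total 829 genes passed, so depth does not account for it. When genotype was reassigned at random among control and among treated libraries, 5 of 100 splits, the real one included, gave as many genes, the largest other count being 3134. In the splits with 3134, 1266 and 975 genes, all 3 treated libraries were exchanged between genotypes, so that the contrast took up the difference between genotypes. The split with 1073 genes exchanged 2 control libraries, and the cause of its count was not tested. Exchanging 2 treated libraries and no control gave at most 17 genes. The splits therefore do not decide on chance. In 5 simulations with the fitted spread, in which every gene kept its genotype ratio, edgeR passed at most 0 genes for the interaction, with 798 to 836 genes at an unadjusted p of 0.05 against 5019 in the data. This mainly shows that the test was calibrated for independent noise of the fitted size, which does not account for the 835. The simulations held no effect shared by the libraries of a group, so they do not address one. For genes standing apart in treated Beach, 2 of 100 splits gave as many. Splits that moved only control libraries gave 767 and 780 genes against 768, so this count depends on which treated libraries are grouped and says little about the controls. A larger response in Beach along the same genes, at its higher dose, may explain part of the interaction. Of the 835 genes, 57.1% had fitted changes of the same sign in both genotypes. That share was the test set beforehand, but it did not ask which response was larger. By the fitted values, 415 genes (49.7%) had the larger change in Beach. Another 62 had the larger change in Inland, which goes against a larger response in Beach. For the 358 genes with opposite signs this explanation stays open. For 353 of them the change passed in at most 1 genotype, and a small change has an uncertain sign. Over all 835 genes, the change passed in Beach only for 458, in both genotypes for 87, in Inland only for 106 and in neither for 184. Signs are therefore uncertain for some genes of the same sign too. A larger response in Beach does not predict the 106, which were not divided by sign here. Genotype and dose cannot be told apart in this design.

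Between Beach control and Inland control 1074 genes passed, 437 higher and 637 lower in Beach, in a comparison the paper does not report. Only the real split of the 6 control libraries gave as many genes, 1 of 10, a share that 10 splits cannot bring lower. The other splits mix the genotypes, which widens the spread and holds the count down, so they say little about chance. The distances between Beach and Inland control libraries, 122 to 138, lay beyond those within groups, 30.9 to 58.7, which argues against it. Depth does not account for the difference, since the count over that after thinning was 0.996. Sequence divergence from the common bean genome could change how many reads of a genotype align, and would act alike in control and treated plants. For 73.8% of the 1074 genes the ratio of the genotypes moved by less than 2-fold with treatment, which divergence and a constant difference in expression would both give. For 139 of the genes (12.9%) the response to salt also differed between genotypes. This is above the 5% written down for divergence, and was first read as excluding it at these genes. That reading was dropped after the value was seen, since a diverged gene can also respond differently at another dose. Divergence and expression cannot be told apart for either set, as no sequence of either genotype was used here.

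No count fell in any of the 6 Inland libraries on 16 genes with a mean of at least 5 CPM in Beach, and none in any Beach library on 23 genes with such a mean in Inland. A missing or diverged gene and a gene that is not expressed would give the same counts, and neither was tested.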

How the results depend on the processing

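Added after the data were seen were the filters at 0.5 CPM, the exact test with a lower filter, the leave-one-out fits with the tested genes kept (for DEGs, interaction, genes apart in treated Beach, genes between controls, shared DEGs and named genes) and the exchanged use of Inland controls in the correlation. The other alternatives were set before the data were examined. Counts are called changed here when they differ by more than 1.5 times. Except where a value's construction shows it, the cause was not tested.

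The numbers of DEGs in Beach (2019) and Inland (1207), of genes with an interaction (835), of genes apart in treated Beach (768) and of genes differing between controls (1074) stayed within that range with DESeq2, RLE factors, library totals, a minimum of 1 CPM and thinned libraries. The exact tests and the fit of all 12 libraries, run for the DEGs of each genotype, also stayed within it. The thresholds moved each of these counts most.

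Without the minimum on fold change, 7047 genes passed in Beach (3317 higher, 3730 lower), 5868 in Inland (3033 higher, 2835 lower), 2195 for the interaction, 3652 apart in treated Beach and 4374 between controls, by construction more. Shared DEGs with the same direction then numbered 3357 in place of 693, and 87.2% in place of 92.3% of Beach genes kept their sign in Inland. Testing the fold change against 2 left 881 in Beach (549 higher, 332 lower), 394 in Inland (208 higher, 186 lower), 19 for the interaction, 211 apart in treated Beach and 459 between controls.

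With no filter 3392 genes passed in Beach (1796 higher, 1596 lower), 2008 in Inland (949 higher, 1059 lower), 1261 apart in treated Beach and 1829 between controls. With filterByExpr these were 3208 (1683 higher, 1525 lower), 1916 (905 higher, 1011 lower), 1225 and 1739. Both test more genes with low counts. At 0.5 CPM the quasi-likelihood test gave 3077 in Beach (1445 lower) and 1837 in Inland (863 higher). The exact test there gave 3177 in Beach (1675 higher, 1502 lower) and 2002 in Inland (934 higher, 1068 lower) with common dispersion, and 3166 (1671 higher, 1495 lower) and 1981 (921 higher, 1060 lower) with tagwise dispersion. At 1 CPM the exact test gave 837 higher in Inland with tagwise and 843 with common dispersion.

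With library totals in place of TMM, 627 Inland DEGs were higher and 560 lower, against 546 and 661 with TMM, so the direction with more genes changed. Also, 36.9% of the interaction genes were more positive in Beach, against 50.9% with TMM, and the median log2 difference of all genes shifted to -0.12. The share of interaction genes in each direction therefore depends on the scaling. Whether the direction of any single gene changed was not tested.

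With each library left out and the genes kept, DEGs ranged from 1851 to 2105 in Beach (higher 1024 to 1182, lower 827 to 1010) and from 1111 to 1273 in Inland (higher 514 to 571, lower 567 to 720). The interaction ranged from 593 to 971, genes apart in treated Beach from 672 to 820, genes between controls from 932 to 1203, and shared DEGs from 653 to 725. The share of Beach genes with the same sign in Inland ranged from 89.5% to 93.3% and the correlation of fold changes from 0.603 to 0.681. All 4 groups formed their own clusters in each fit. With genes filtered again, as first run, DEGs ranged from 1535 to 1860 in Beach and from 986 to 1162 in Inland, below the full count in every fit. Genes expressed in a group with 2 libraries left drop out, and the balance of directions changed in some fits. Without Beach treatment replicate 1, 2 or 3, Beach had 832 higher and 918 lower, 746 and 789, and 830 and 952, against 1090 and 929. Without Inland control replicate 2 or 3, Inland had 520 higher and 486 lower, and 535 and 451, against 546 and 661. The interaction ranged from 553 to 961, shared DEGs from 569 to 645 and the share with the same sign from 89.2% to 93.3%. Of these counts, the 553, without Beach treatment replicate 2, changed by more than 1.5 times. The share left its interval without Inland control replicate 1 (89.2%) and without Inland treatment replicate 1 (89.5%), and with the tested genes kept without these (89.5% and 90.2%) and without Beach control replicate 2 (90.8%).

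With the replicate number as a block, 2027 genes passed in Beach, 1159 in Inland and 772 for the interaction. The Beach fold changes of the 4 named genes kept direction and threshold in all 60 values computed for them. The interaction of Phvul.002G200600 did not, with an edgeR fdr of 0.0539 to 0.0810 in 6 of the 12 leave-one-out fits, and that of Phvul.005G071300 passed in none of them. With genes filtered again, each was tested in 3 of the 6 fits and had too few libraries above the filter in the others. The correlation of the difference between controls with the Inland response, 0.205, was 0.347 among Inland DEGs and 0.159 to 0.262 with a library left out. At a minimum of 1 CPM it was 0.197, and with the use of Inland controls exchanged 0.207. With all 3 Inland controls on both sides it was 0.269. Simulations of unchanged groups with controls shared in this way gave 0.458 to 0.481, so that value is no evidence of a relation. Inland exceeded Beach in library size by 6515654 with uniquely mapped reads. Thinning to the smallest library, which tests the depth, gave 2030 DEGs in Beach and 1214 in Inland.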

Differences from the paper's values

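The alternatives with a lower filter and the exact test together, the filter at 0.5 CPM and the leave-one-out fits with the tested genes kept were chosen after the values were seen.

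The paper's number of DEGs in the Beach genotype is 2910, and 2019 were found here, a ratio of 1.44. Of the alternatives set before the data were examined, the filter at 1 CPM gave 2859, filterByExpr 3208 and no filter 3392, and the exact test at the filter of 5 CPM that the authors' code states gave 2046 with common and 2044 with tagwise dispersion. The paper's value was more than 1.5 times away from 7047 without the minimum on fold change, 881 with the fold change tested against 2, and the 1535 to 1860 found without each Beach library. With the tested genes kept in those fits, a choice made after these values were seen, it was that far only from 1851, without Beach treatment replicate 2, and not from the other values, 1951 to 2105. The exact test with tagwise dispersion on genes above 1 CPM, chosen after seeing the values, gave 2910 and included 1976 of the 2019 genes. It was one of 9 combinations of 3 filters (5, 1 and 0.5 CPM) and 3 tests looked at, of which the exact test with common dispersion at 1 CPM gave 2916. The paper's own list of DEGs was not used here, so how many of its genes this setting drops is not known. An equal count does not show that the paper used it.

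The dendrogram in Fig. 3c, as read by eye, sets Inland treatment apart first. Here the first split separated the genotypes, or set Beach treatment apart with 1 minus Spearman correlation. All 4 groups formed their own clusters in both.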

Other observations

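The tests of depth, abundant genes and RNA integrity for Beach control replicate 1, of the spread between Beach replicates, and of the correlation with the Beach response were chosen after the results were seen. The other tests were set beforehand, apart from choices stated with each below.

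Beach control replicate 1 lay farther from the other two Beach controls than these from each other. Its log2 CPM differed by more than 2-fold from their mean for 511 genes (186 higher, 325 lower), against 97 genes between these. Depth does not account for it, as its distance was 1.88 times theirs after thinning, and neither do the most abundant genes, as the ratio was 1.88 without the top 100. Its RNA integrity number, 8.4 in the paper, lies between those of the others. By the paper's table its GC content was 43%, against 44% in each other library, and 76.01% of its reads mapped uniquely, against 78.57% and 78.70% in the other two Beach controls. Beach treatment replicate 2 had a lower share, 75.89%. Whether GC content or mapping relates to the deviation was not tested. Inland reads do not account for it either, since 27 genes with at least 10 CPM in every Inland library and at most 1 count in each of the other two Beach controls had 11 counts in it, against a mean of 64887 in Inland. The other two had 1 and 2 counts, low by the choice of these genes. A partial salt-like response was tested by correlating its deviation with the Beach response, with no library shared. Spearman correlations across genes were 0.0733 and 0.147, below the 0.2 set beforehand. With the Inland response the correlation was 0.167. Since all were positive, a weak response of this kind was left open, a reading chosen after the values were seen. No other biological explanation was tested.

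More genes passed in Beach than in Inland. Depth does not account for this, as the ratio was 1.67 after thinning to the smallest library, and neither does a smaller spread, as the biological coefficient of variation was 0.142 in Beach and 0.121 in Inland. Only the real split of the 6 libraries gave as many genes in Beach (1 of 10) and in Inland (1 of 10), a share that 10 splits cannot bring lower. The other splits mix treated and control libraries, which widens the spread and holds the count down, so they say little about chance. Simulated data gave 3 and 1 false calls, against 2019 and 1207 DEGs. This argues against independent sampling noise of the fitted spread as the source of the DEGs in either genotype. Effects shared by the libraries of a group were not simulated. The higher dose and the genotype remain open and cannot be told apart.

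RNA integrity numbers were lower in Beach treatment than in Beach control, so degradation could contribute to the Beach response. In Inland, the library with the lowest number of each group deviated from the others with correlations of -0.167 and -0.000493 with the Beach response over its 2019 genes, which is not the positive value that degradation predicts. Each value rests on 1 library. For that reason, and by a reading chosen after the values were seen, degradation was left open.

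The hypothesis that genes raised by salt in Inland are already higher in unstressed Beach roots was tested by correlating Beach control minus Inland control with Inland treatment minus Inland control across 16909 genes. Inland controls were split so that no library entered both sides. Which side received 1 control and which 2 was fixed after the data were seen. The Spearman correlation was 0.205, barely above the 0.2 set beforehand, against -0.0137 to 0.00878 in 20 simulations of unchanged groups. At a minimum of 1 CPM the correlation was 0.197, below that limit. Several leave-one-out values were also below 0.2, the lowest 0.159. Without Beach control replicate 1 it was 0.162, so that library alone does not account for it. With the Beach response in place of the Inland response the correlation was 0.0444. A deviation that the Inland controls share as a group would also give a positive value and remains open. The values are consistent with a weak relation and do not decide between these. Genes are not independent replicates.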
